A study of Homo sapiens with 14 samples.

How the data were processed

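Nascent transcription was measured by precision run-on sequencing (PRO-seq), which sequences RNA to which engaged RNA polymerases have added labelled nucleotides in permeabilized cells. The cells were A549, a human lung adenocarcinoma line. GSK591 inhibits PRMT5, the main enzyme of symmetric arginine dimethylation, and MS023 inhibits the type I arginine methyltransferases. Dexamethasone (Dex) is a synthetic glucocorticoid. Per the labels, inhibitors were given at 1 µM and Dex at 100 nM, in 0.01% DMSO. The 14 libraries form 7 groups of 2: untreated cells, each inhibitor for 15 min, each inhibitor with Dex for 15 min, and each inhibitor for 3 h. Untreated cells carry the 15 min label. Cells given Dex without an inhibitor and untreated cells held for 3 h are not analysed here.

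The deposited count table holds 58780 genes and 14 columns of whole-number read counts per gene, and its name states that featureCounts made it. The aligner, the counting feature, the strand setting and the handling of duplicates are not stated per the labels' protocols or the file headers. Every gene identifier matched GENCODE release 29 (GRCh38), which supplied coordinates and the symbols of the 22731 genes the table leaves blank. Counts rose with exon length with a slope of 0.92 ± 0.02 (SE) on the log scale and fell with gene span at fixed exon length (slope -0.36 ± 0.01 SE), over 14338 genes. This is the dependence that counting within exons gives, so much of the nascent signal in introns would lie outside the counts. Because the strand setting is not stated, values of genes that overlap another gene's exons are uncertain, as are those of multi-copy genes.

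In addition, 6 deposited tables hold the authors' own DESeq2 comparisons of each treatment with the control. They give a log2 fold change and its standard error, a p-value and adjusted p-value, a test score and a mean signal per gene (baseMean), per the file headers. The version, the design and the filters of those comparisons are not stated. The mean signal in the deposited tables equals the mean over the 14 libraries of the counts divided by median-of-ratios size factors, with a largest relative difference of 4.9e-15.

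Counts were tested as deposited with edgeR's quasi-likelihood test (edgeR 4.0.16, R 4.3.3), with TMM scaling and edgeR's own expression filter, which left 21910 genes. All 14 libraries entered one fit with 1 coefficient per group, which leaves 7 residual degrees of freedom, and the biological coefficient of variation was 0.073. The 13 contrasts were each treatment against untreated, Dex added to each inhibitor, the difference between those Dex effects, 3 h against 15 min of each inhibitor, and the inhibitors against each other at both times. Genes with a Benjamini-Hochberg adjusted p under 0.05 within a contrast were called. CPM values were taken on TMM-scaled library sizes. No spike-in was used here, so every change is relative to the bulk of genes and a global change in transcription would not be seen.

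Gene lists for glucocorticoid targets, immediate early genes, p53 targets and arginine methylation were fixed before the data were examined and had 27, 25, 24 and 14 genes tested, with no gene in more than one list. They were tested in 9 contrasts with fry (limma 3.58.1), and the 36 p-values were adjusted together. The same tests were repeated with camera and an estimated correlation between genes. The genes named in each contrast were chosen by a rule fixed before the data were examined. Among called genes with a mean of at least 2 CPM in the groups compared and no overlap between the groups' libraries, the 3 with the largest rise and the 3 with the largest fall were named. The contrast of Dex effects needed no such separation of libraries. For the Dex contrasts the 5 glucocorticoid genes with the smallest p were added, and PRMT5, PRMT1 and SNRPB were always examined. The text gives those with the clearest annotation in full.

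Where comparisons share the untreated libraries, 50 simulations of unchanged groups gave the correlation of fold changes that sharing alone produces. A further 5 simulations per pair of comparisons moved one group's changes to other genes of like level and gave the number of shared calls. Functions were tested on simulated data drawn from the real means, dispersions and library sizes. With 200 genes changed by 1 on the log2 scale, edgeR called 63.0% of the changed genes tested, 5 unchanged genes were called among 21440 tested, and the median log2 fold change of the raised genes was 1.00. DESeq2 called 47.5% of the changed genes in the same data and 1 unchanged gene. Fry gave a raised list a p of 6.3e-06, but 5 of 40 unchanged lists also had a p under 0.05, where 2 are expected by chance, so its p-values ran low. A simulated trend on 5-prime GC content that gave 7763 calls gave 1 call after the correction described next.

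Alternatives planned before the data were examined were DESeq2 size factors, scaling by library size alone, no count filter beyond 1 count, a filter on a mean count of at least 50, DESeq2 1.42.0, a fit of only the groups compared, the replicate number as a block, a threshold of at least 1.5-fold, and leaving out each library. After the data were seen, the following were added: removal of each library's smooth trend on the GC content of the first 200 bases of a gene's longest transcript (5-prime GC), on the GC content of that transcript, or on both together with exon length and gene span; leaving out mitochondrial genes; thinning to equal nuclear depth; and scaling by nuclear counts alone.

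Library totals ranged from 5768312 to 9606938 counts. Mitochondrial genes took 39.8% to 58.0% of the counts, leaving 3399131 to 4941984 nuclear counts per library. With 2 libraries per group and this depth, differences at genes under about 2 CPM were poorly resolved.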

Results

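PRO-seq profiles of A549 cells were compared across 7 groups of 2 libraries each: untreated cells, cells given GSK591 or MS023 for 15 min, cells given either inhibitor together with Dex for 15 min, and cells given either inhibitor for 3 h. Total counts per library ranged from 5768312 to 9606938. Mitochondrial transcripts took 53.9% ± 0.18 of counts in untreated libraries and 42.2% ± 3.3 in the MS023 15 min libraries, the lowest group mean (SD, n = 2 each). Replicates correlated at Pearson's r of 0.973 to 0.990 on log2 CPM across genes, which are not independent replicates. Each pair differed by more than sampling noise, with a chi-square per degree of freedom from 2.15 in the untreated pair to 15.4 in the pair given GSK591 with Dex, so no library was counted as a duplicate of another.

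The first principal component of log2 CPM held 37.9% of the variance and set the 4 libraries treated for 3 h apart from the other 10. The second component held 26.4% and set the 4 libraries given Dex apart from the other libraries. The GSK591 15 min libraries lay between the untreated and the 3 h libraries on the first component.

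**Figure D1:**
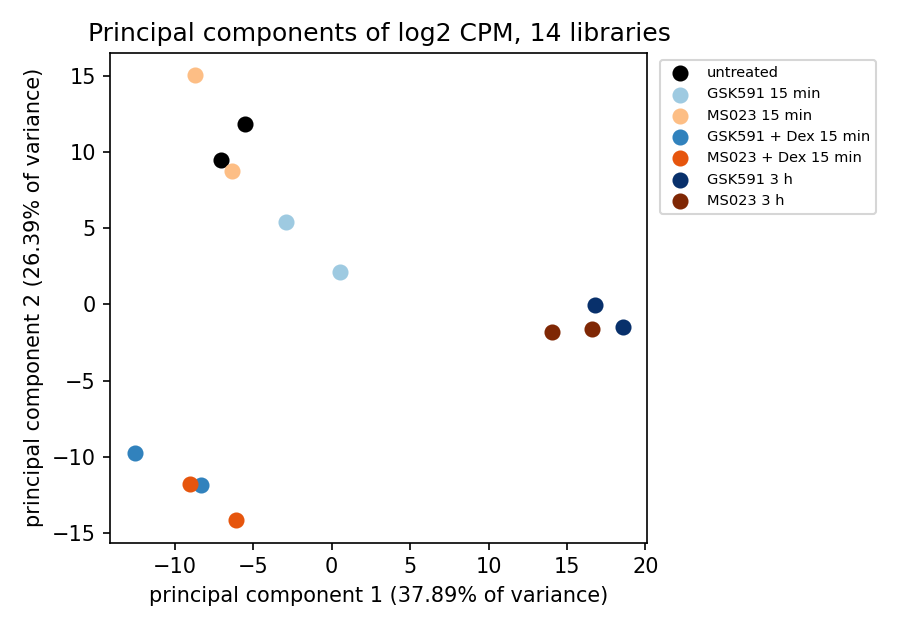
Scores of the 14 libraries on the first and second principal components of log2 CPM over 7279 genes, coloured by group, with each axis labelled by its share of the variance. The 4 libraries of 3 h lie to the right and the 4 libraries with Dex lie at the bottom.

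The design addresses how nascent transcription responds to inhibition of type I and type II arginine methyltransferases. The transcripts of the enzymes themselves were examined first. PRMT5 (ENSG00000100462.15, chromosome 14, 22920511 to 22929585, minus strand, GRCh38) stood at 13.7 ± 0.10 CPM in untreated cells, PRMT1 (chromosome 19, 49675786 to 49689029, plus strand) at 94.5 ± 0.34 CPM, and SNRPB, which encodes a spliceosomal protein methylated by PRMT5, at 30.2 ± 0.99 CPM (chromosome 20, 2461634 to 2470853, minus strand; SD, n = 2). These 3 genes share exonic sequence with overlapping annotated genes. PRMT1 and SNRPB were not called in any of the 13 contrasts. PRMT5 was called in 1 contrast, in which it fell by 0.63 ± 0.16 (SE) on the log2 scale between 15 min and 3 h of MS023 (edgeR adjusted p 0.0069), from 17.1 ± 0.16 to 11.1 ± 0.05 CPM.

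After 15 min of GSK591, edgeR's quasi-likelihood test called 67 genes against untreated cells at an adjusted p under 0.05, of which 65 were higher and 2 lower. After 15 min of MS023, 40 genes were called, 18 higher and 22 lower. At an unadjusted p under 0.05 the numbers were 1501 and 1770, where 1096 of the 21910 genes would be expected by chance. For GSK591 the alternatives ranged from 18 genes with DESeq2 to 187 when only the groups compared were fitted, and for MS023 from 28 with library size alone to 194 with nuclear library size alone. Fold changes of the inhibitors correlated at r = 0.41 across genes, below the 0.48 ± 0.01 (SD over 50 simulations) that unchanged groups give when they share the untreated libraries. Yet 11 genes were called with both inhibitors, 9 higher and 2 lower, and none in opposite directions. Independent calls would give 0.12, a value that leaves out the shared untreated libraries, and shared calls were not simulated for this pair.

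The largest rises at 15 min were at microRNA genes inside the ribosomal DNA repeats of chromosome 21. MIR3687-1 (ENSG00000277437.1, 8208844 to 8208904, plus strand, 1 exon) went from 76.5 ± 11 CPM in untreated cells to 808 ± 520 CPM with GSK591 and 248 ± 161 CPM with MS023 (SD, n = 2). Its log2 fold changes were 3.40 ± 0.37 (SE; edgeR adjusted p 2.2e-07) and 1.69 ± 0.35 (adjusted p 0.023). Without replicate 2 of the MS023 group the latter was 0.80. The annotation holds near-identical copies of this gene, MIR3687-1 and MIR3687-2, and of MIR3648, so the copy from which the reads came is uncertain. MIR663AHG on chromosome 20, which overlaps another annotated gene, rose by 1.52 ± 0.24 on the log2 scale with MS023 (adjusted p 0.00024). The genes that fell most with MS023 were the pseudogenes PKMP1 (-1.81 ± 0.39, adjusted p 0.027) and FTH1P2 (-1.53 ± 0.34, adjusted p 0.031), which share sequence with their abundant parent genes, and the mitochondrial tRNA gene MT-TA (-1.13 ± 0.21, adjusted p 0.0040). The 2 genes that fell with GSK591 were the overlapping histone pseudogenes H2BC19P (-0.47 ± 0.10, adjusted p 0.012) and H2BC20P (-0.40 ± 0.10, adjusted p 0.049), which were also called lower with MS023. With library size alone as scaling, both histone pseudogenes and both PKMP1 and FTH1P2 were no longer called.

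After 3 h, 2419 genes were called with GSK591 against untreated cells, 1588 higher and 831 lower, and 1672 with MS023, 1184 higher and 488 lower. DESeq2 gave 1266 and 917 genes. The inhibitors shared 1291 of these genes, and all 1291 changed in the same direction, 984 higher and 307 lower. The 5 simulations in which the changes fell on unrelated genes gave a mean of 210.8 shared genes (194 to 237), of which a mean of 132 agreed in direction. Fold changes correlated at r = 0.74 across genes, against 0.48 for unchanged groups. Not one gene was called between GSK591 and MS023 at 3 h; 1319 genes had an unadjusted p under 0.05 against 1096 expected, and the smallest adjusted p was 0.080. With no count filter, 47 genes were called.

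**Figure D2:**
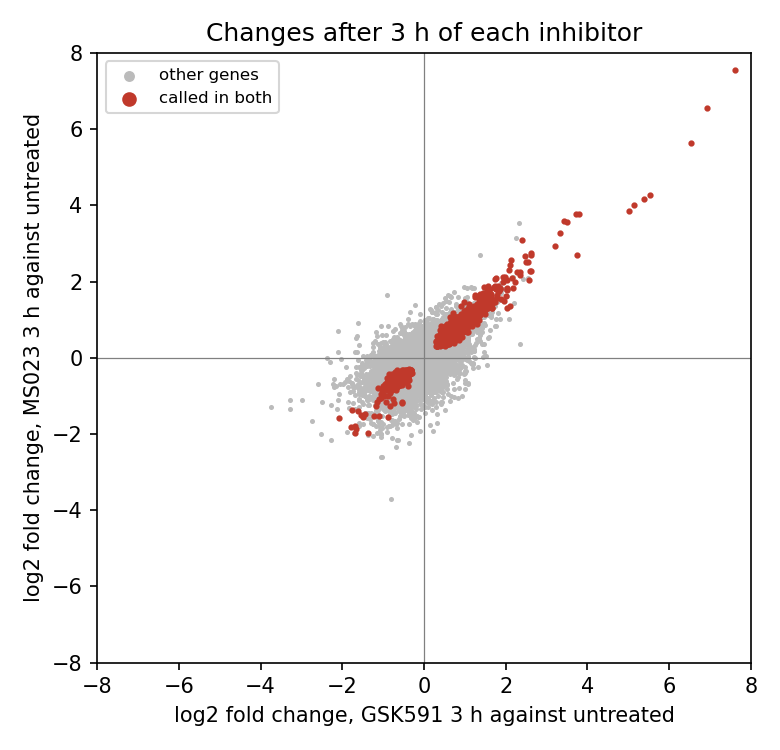
Log2 fold change of each of 21910 genes after 3 h of GSK591 (x axis) and 3 h of MS023 (y axis), each against untreated cells, with the 1291 genes called in both comparisons in red. The red points lie in the quadrants of equal sign, and both axes share the 2 untreated libraries.

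MIR3648-1 (chromosome 21, 8208473 to 8208652, plus strand) rose most among the named genes at 3 h, from 37.0 ± 3.7 CPM in untreated cells to 1710 ± 405 CPM with GSK591 and 721 ± 85 CPM with MS023. Its log2 fold changes were 5.53 ± 0.36 (SE; edgeR adjusted p 1.9e-14) and 4.28 ± 0.34 (adjusted p 8.3e-12). Among the genes that fell, LINGO3 (ENSG00000220008.3, chromosome 19, 2289784 to 2292024, minus strand, 1 exon) went from 4.12 ± 0.05 CPM to 1.29 ± 0.48 CPM with GSK591 (log2 fold change -1.68 ± 0.36, adjusted p 0.0010) and 1.03 ± 0.09 CPM with MS023 (-1.98 ± 0.38, adjusted p 0.00039). NLRP9, which overlaps a gene on the other strand, had log2 fold changes of -1.78 and -1.82 with GSK591 and MS023, at adjusted p of 0.0014 and 0.0018.

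The p53 target list was higher at 3 h of both inhibitors. Its median log2 fold change over 24 genes was 0.28 with GSK591 (20 of 24 genes above 0; fry adjusted p 4.4e-05) and 0.35 with MS023 (20 of 24 genes; fry adjusted p 4.3e-05). Called over all genes were 9 and 10 of the 24, all higher, and adjusted over the list alone 12 and 15. Both calls held under camera with an estimated correlation (adjusted p 0.0056 and 0.0011). When only the groups compared were fitted, the adjusted p was 0.059 for each, the lowest value that any reported list reached in that smaller fit. At 15 min the list's medians were -0.01 and 0.03 (fry adjusted p 0.92 and 0.62). The difference between 15 min and 3 h was not tested for the list.

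Between 15 min and 3 h, 1405 genes changed with GSK591, 799 higher and 606 lower, and 2640 with MS023, 1676 higher and 964 lower. DESeq2 gave 584 and 1426 genes. These comparisons share no library. They had 809 genes in common against 169.3 expected by chance, of which 806 changed in the same direction, and their fold changes correlated at r = 0.41 across genes where unchanged groups gave 0.00 ± 0.01 (SD). RN7SL472P, a pseudogene of the multi-copy 7SL RNA family whose reads are uncertain, went from 3.55 ± 0.81 to 21.1 ± 4.6 CPM with GSK591 (log2 fold change 2.57 ± 0.21, edgeR adjusted p 1.7e-10).

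Between the inhibitors at 15 min, 239 genes differed, 222 of them higher with GSK591 and 17 lower. This count fell to 29 with library size alone as scaling and to 76 with DESeq2. FGF18 (ENSG00000156427.7, chromosome 5, 171419656 to 171457623, plus strand) stood at 4.37 ± 2.3 CPM with GSK591 and 1.05 ± 0.42 CPM with MS023 (log2 fold change 2.10 ± 0.41, edgeR adjusted p 0.0037).

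The series also asked how the glucocorticoid response proceeds beside each inhibitor. Against untreated cells, 1282 genes were called with GSK591 and Dex, 703 higher and 579 lower, and 1679 with MS023 and Dex, 1093 higher and 586 lower. With the same inhibitor alone as the reference, Dex changed 811 genes beside GSK591, 313 higher and 498 lower, and 1966 beside MS023, 1293 higher and 673 lower. The Dex contrasts share no library and had 394 genes in common against 72.8 expected by chance, of which 391 changed in the same direction. When only the groups compared were fitted, 385 genes were called beside GSK591. Scaling by library size alone moved that number to 1472, of which 98 were higher and 1374 lower. Under that scaling the median log2 fold change of all genes was -0.21 beside GSK591 and -0.19 beside MS023.

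**Figure D3:**
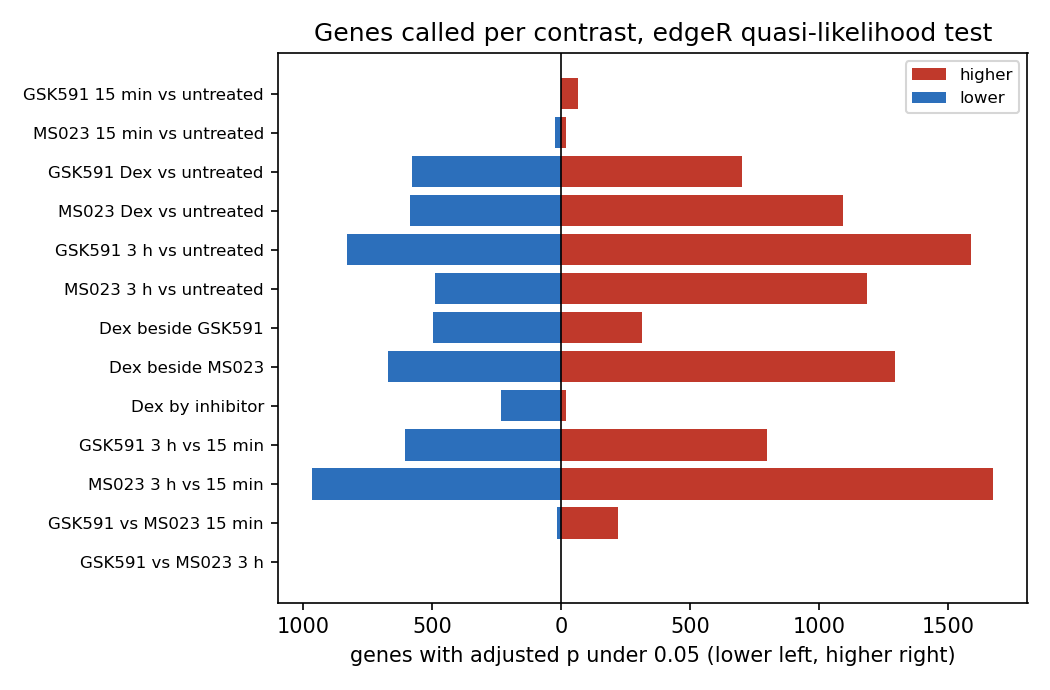
Number of genes with an adjusted p under 0.05 in each of the 13 contrasts (x axis, edgeR quasi-likelihood test), with genes that were higher drawn to the right in red and lower to the left in blue. MS023 between 15 min and 3 h has the longest bars, with 1676 higher and 964 lower, and the inhibitors at 3 h have none.

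The glucocorticoid list was higher with Dex beside both inhibitors. Its median log2 fold change over 27 genes was 0.79 beside GSK591 (26 of 27 genes above 0; fry adjusted p 4.4e-05) and 1.02 beside MS023 (26 of 27 genes; fry adjusted p 4.3e-05). Of these genes, 16 and 20 were called over all genes, and 22 and 21 adjusted over the list alone, all higher. Camera with an estimated correlation gave an adjusted p of 0.0011 for both. When only the groups compared were fitted, the fry adjusted p was again 0.059 for both, at medians of 0.80 and 1.03. Inhibitors alone at 15 min left the list's median at -0.02 (GSK591) and 0.01 (MS023), with a fry adjusted p of 0.92 for each. A test of the difference between the Dex effects gave a median of -0.07 (9 genes above 0 and 18 below; fry adjusted p 0.43). In that difference 1 gene was called over all genes and 2 adjusted over the list alone, all of them lower beside GSK591.

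**Figure D4:**
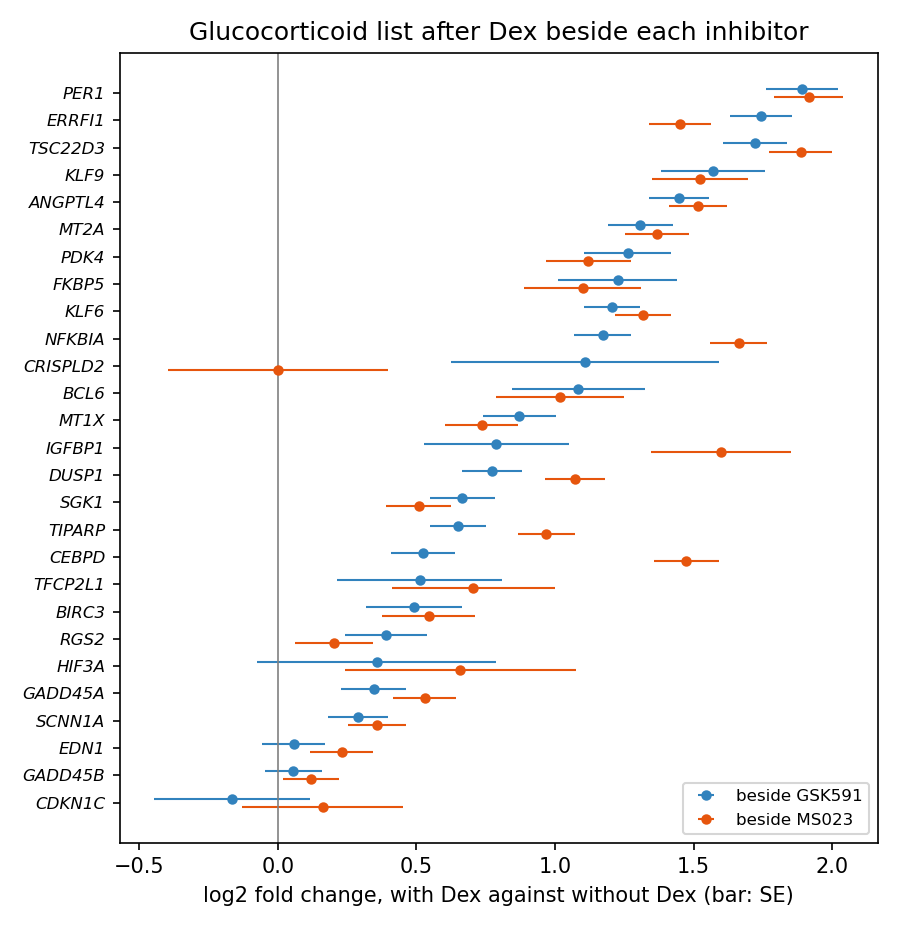
Log2 fold change of the 27 genes of the glucocorticoid list with Dex against the same inhibitor without Dex (x axis), beside GSK591 in blue and MS023 in orange, with bars giving the standard error. Medians are 0.79 beside GSK591 and 1.02 beside MS023, and 26 of 27 genes lie above 0 in each.

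PER1 (ENSG00000179094.15, chromosome 17, 8140472 to 8156506, minus strand) stood at 27.95 ± 1.5 CPM in untreated cells and went from 26.8 ± 0.94 to 99.3 ± 11 CPM with Dex beside GSK591 (log2 fold change 1.89 ± 0.13 SE, edgeR adjusted p 7.7e-14). Beside MS023 it rose by 1.92 ± 0.12 on the log2 scale (adjusted p 1.0e-14). TSC22D3 (chromosome X, 107713221 to 107777342, minus strand) rose by 1.72 ± 0.12 and 1.89 ± 0.11, from 23.4 ± 0.05 to 77.1 ± 8.2 CPM beside GSK591. ERRFI1 rose by 1.74 ± 0.11 beside GSK591 and 1.45 ± 0.11 beside MS023, a difference of 0.29 ± 0.16 (edgeR adjusted p 0.54). NFKBIA, which shares no exon with another gene, rose by 1.17 ± 0.10 beside GSK591 and 1.66 ± 0.10 beside MS023. Its difference was -0.49 ± 0.14 (edgeR adjusted p 0.089 over all genes). ANGPTL4 rose by 1.45 and 1.52, and KLF6, also free of overlaps, by 1.21 and 1.32.

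Outside that list, PSORS1C3 (ENSG00000204528.3, chromosome 6, 31173735 to 31177899, minus strand, 3 exons) was among the largest rises of the named genes beside GSK591, from 1.36 ± 0.24 to 7.67 ± 1.1 CPM (log2 fold change 2.48 ± 0.32, edgeR adjusted p 1.6e-06). SLC52A2, which overlaps a gene on the other strand, fell by 2.16 on the log2 scale, from 7.95 ± 1.7 to 1.75 ± 0.53 CPM (SE 0.31, adjusted p 1.7e-05). Beside MS023 the 3 largest rises among the named genes were copies of MIR6724 in the ribosomal DNA repeats, up to 4.25 ± 0.33 for MIR6724-1 (adjusted p 1.4e-12). The reference was low, at 1.16 ± 0.27 CPM with MS023 alone (9 counts in each library), against 21.8 ± 5.9 CPM with Dex. MIR6724-1 also stood high without Dex, at 24.4 ± 3.6 CPM after 3 h of GSK591 and 25.8 ± 5.2 CPM after 3 h of MS023. With GSK591 alone at 15 min it was 7.51 ± 4.0 CPM. The rise was thus not particular to Dex. GYS1 (ENSG00000104812.14, chromosome 19, 48968125 to 48993310, minus strand, 16 exons), a well-covered gene at 281.9 ± 4.5 CPM in untreated cells, stood at 101.9 ± 1.5 CPM with MS023 and Dex (log2 fold change against untreated cells -1.47 ± 0.10, adjusted p 1.1e-13). Part of this fall was present without Dex, at 185.7 ± 4.3 CPM with MS023 alone, and GYS1 with Dex against MS023 alone changed by -0.865 ± 0.105 (adjusted p 1.11e-07). GYS1 stood at a like level with GSK591 and Dex, at 101.6 ± 9.2 CPM, against 233.1 ± 15 CPM with GSK591 alone. The low level with Dex was thus not particular to MS023.

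The Dex effect differed between the inhibitors at 252 genes, 18 with a higher and 234 with a lower change beside GSK591 than beside MS023. Scaling by library size alone left 69 genes. The lowest differences among named genes were at MIR6724-1 (-3.34 ± 0.45 SE, edgeR adjusted p 5.0e-05), which was at 1.16 ± 0.27 CPM with MS023 alone, and its copies. TXNDC16, the highest, differed by 2.40 ± 0.59 (adjusted p 0.030) at levels of 1.25 ± 1.3 to 3.85 ± 1.0 CPM, and by 4.17 without replicate 2 of the GSK591 15 min group. The groups that received Dex did not differ from each other at any gene when compared directly, with 1659 genes at an unadjusted p under 0.05.

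The immediate early list moved in both directions. Fry called it in 8 of the 9 contrasts examined, but its median log2 fold change in the fit of all 14 libraries stayed between -0.14 and 0.14. With GSK591 and Dex against untreated cells, 6 genes were called higher and 7 lower. Camera with an estimated correlation called it in 1 contrast, Dex beside MS023 (median 0.13, adjusted p 0.030). The arginine methylation list was not called in any of the 9 contrasts, with the lowest fry adjusted p at 0.15. Of all 36 list tests, fry called 14 and camera 7, and these 7 were called by both.

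The authors' deposited tables of comparisons with the control call 0 genes at an adjusted p under 0.05 for GSK591 at 15 min (263 at an unadjusted p under 0.05), 3 for MS023 at 15 min, 154 for GSK591 with Dex, 238 for MS023 with Dex, 535 for GSK591 at 3 h and 359 for MS023 at 3 h. All but 1 gene in each of the 3 h comparisons in the authors' deposited tables were also called here. Fold changes in the authors' deposited tables correlated with those of edgeR at r = 0.83 for GSK591 at 15 min, the lowest, and 0.91 for GSK591 at 3 h, the highest, and their median standard error was 0.36 against 0.21 for GSK591 at 15 min.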

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

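All tests in this part were chosen after the results were seen.

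For each inhibitor, 3 h differed from 15 min: 1405 genes with GSK591 and 2640 with MS023 were called in a direct test of the difference between the times. A trend of the libraries on GC content and gene length argues poorly for the whole effect, since 1531 and 2871 genes were called after such trends were removed, of which 1203 and 2137 were among the original calls. The correction did move the balance, and 5-prime GC correction alone took the MS023 genes from 1676 higher and 964 lower to 1444 and 1285. Unequal depth is also argued against, with 1113 and 2321 genes at equal depth. What stays open is time in culture or handling. No untreated cells of 3 h are analysed here, and 809 genes changed in both inhibitors, so an effect of the inhibitors and an effect of time cannot be told apart for these genes.

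The inhibitors differed at 15 min at 239 genes in a direct test, 222 of them higher with GSK591. GC content and length do not account for all of it, with 178 genes left after correction, 161 of them among the original calls, nor does depth, with 153 genes at equal depth. A candidate explanation is that the 15 min libraries stood at unequal positions along the changes seen at 3 h. The 984 genes raised by both inhibitors at 3 h were defined from untreated and 3 h libraries only, yet their median difference between the inhibitors at 15 min was 0.30 on the log2 scale, where 95% of 10000 random lists matched on level lay between -0.003 and 0.023. Averaged over those genes minus the 307 genes lowered at 3 h and set to 0 in untreated cells, the libraries stood at 0.51 and 0.34 with GSK591 at 15 min, at -0.05 and 0.13 with MS023 at 15 min, and at 1.369 to 1.499 at 3 h. The 307 genes lowered at 3 h differed by a median of -0.03 (-0.0289), outside the -0.006 to 0.039 of random lists. That was the direction such positions predict, but far less than in the raised genes. Random lists measure the spread over genes of like level within a contrast, and not that between libraries. A median as small as that of the lowered genes is thus not shown to exceed the spread between libraries. A shift mainly of the raised genes is as open. With Dex the order was not kept, at 0.43 and 0.27 with GSK591 and 0.41 and 0.57 with MS023, which a faster response to PRMT5 inhibition would not give by itself. A difference in handling time could also give unequal positions, and no test here separates these.

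Dex changed 252 genes differently beside the inhibitors, with 234 lower beside GSK591. After correction for GC content and length 151 genes were left, 140 of them among the original calls, and at equal depth 176, so neither was the whole cause. The genes called had a median 5-prime GC content of 74.5% where the change was lower, against 60.5% for all genes. Of the 252 genes, 160 also differed between the inhibitors at 15 min without Dex, all in the opposite direction. These comparisons share the libraries without Dex, with opposite sign, so overlap of this kind is built in and does not show that those libraries were the cause. Unequal positions along the 3 h changes remain an open explanation, since the 984 genes raised at 3 h had a median difference of -0.48, outside the -0.038 to 0.0002 of random lists; they rose by a median of 0.48 with Dex beside MS023 and 0.003 beside GSK591. The 307 lowered genes had a median difference of only 0.03 (0.0304). It lay outside the -0.064 to -0.0007 of random lists, in the direction such positions predict. Random lists measure the spread over genes and not that between libraries, so medians this small are not shown to exceed the latter. With Dex beside MS023 the median of the 307 lowered genes was 0.02 (0.0206; random lists -0.046 to 0.020), where a move along the 3 h changes predicts a fall. Beside GSK591 it was 0.05 (0.0525; random lists -0.061 to 0.0004). Positions along the whole of those changes are therefore not well supported for Dex beside MS023, while the difference went as they predict. A weaker induction of glucocorticoid genes beside GSK591 stays open too. The list as a whole had a fry adjusted p of 0.43 with genes moving both ways, but adjusted over the list alone 2 genes were lower and 0 higher. CEBPD (chromosome 8, 47736909 to 47739086), named after its values were seen, rose by 0.52 beside GSK591 and 1.47 beside MS023, a difference of -0.95 ± 0.16 (SE; edgeR adjusted p 0.0010). Against untreated cells CEBPD rose by 0.82 with GSK591 and Dex and 1.27 with MS023 and Dex, so part of that difference lay in the libraries without Dex, and 0 genes were called between the groups that received Dex. Whether inhibition of PRMT5 altered the response to Dex was thus not settled.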

How the results depend on the processing

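Alternatives named as corrections, equal depth, nuclear library size and without mitochondrial genes were chosen after seeing the data. Across 13 counts of genes and 14 alternatives, 133 counts stayed within 1.5 times and 49 did not. DESeq2 size factors, the transcript GC correction and leaving out mitochondrial genes kept all 13 counts within that range.

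DESeq2 lowered 12 counts. It gave 31 genes for MS023 at 15 min, of which 21 were among the edgeR calls, and lowered 11 counts by more than 1.5 times: 18 genes for GSK591 at 15 min, 627 and 832 for GSK591 and MS023 with Dex against untreated, 1266 and 917 for GSK591 and MS023 at 3 h, 410 and 1020 for Dex beside GSK591 and MS023, 70 for the difference of Dex effects, 584 and 1426 for 3 h against 15 min of GSK591 and MS023, and 76 for the inhibitors at 15 min. Between the inhibitors at 3 h it called 1. For GSK591 at 3 h, 1256 of the 1266 were among the edgeR calls. Its median dispersion was 0.024 against 0.0067 in edgeR, and in simulated data drawn at 0.0067 it estimated 0.020, so its dispersions ran high. DESeq2 also gave adjusted p-values to fewer genes, 3778 to 19720 across the contrasts against 21910. Genes at an unadjusted p under 0.05, a number that the latter does not touch, were also fewer with DESeq2 in every contrast. They were 595 against 1501 for GSK591 at 15 min and 3211 against 5208 for GSK591 at 3 h. Fewer adjusted p-values were therefore not the whole cause of the lower counts. How much the dispersions lowered them was not tested.

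With library size alone, MS023 with Dex fell to 977 genes, MS023 at 3 h to 1001, the difference of Dex effects to 69, 3 h against 15 min of GSK591 to 712 and the inhibitors at 15 min to 29, while Dex beside GSK591 rose to 1472. It also moved the balance: 25 higher and 3 lower for MS023 at 15 min, 228 and 740 for GSK591 with Dex, 1960 and 197 for GSK591 at 3 h, 850 and 151 for MS023 at 3 h, 98 and 1374 for Dex beside GSK591, 533 and 1317 for Dex beside MS023, 582 and 130 for 3 h against 15 min of GSK591, and 778 and 1391 of MS023. With nuclear library size alone the counts were 24 for GSK591 at 15 min, 194 for MS023 at 15 min, 2093 for GSK591 with Dex, 496 for the difference of Dex effects and 2 for the inhibitors at 3 h. The balance then became 20 and 4 for GSK591 at 15 min, 13 and 181 for MS023 at 15 min, 345 and 1748 for GSK591 with Dex, 737 and 1065 for MS023 with Dex, 988 and 1692 for GSK591 at 3 h, 956 and 641 for MS023 at 3 h, 225 and 695 for Dex beside GSK591, 1575 and 364 for Dex beside MS023, and 2437 and 406 for 3 h against 15 min of MS023. Library size alone carries the mitochondrial share and the rDNA share of the libraries into every gene, and nuclear library size alone carries the rDNA share: genes of the rDNA repeats took 9.65% ± 0.86 of nuclear counts in untreated cells and 21.4% ± 0.99 with MS023 at 15 min (SD, n = 2). The balance of higher and lower calls is therefore only as firm as the assumption that most genes do not change.

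In the fit of only the groups compared, counts were 187 and 176 for GSK591 and MS023 at 15 min, 801 and 2620 for GSK591 and MS023 with Dex, 385 for Dex beside GSK591, 135 for the difference of Dex effects and 9 for the inhibitors at 3 h. Fewer libraries then set the spread. All 14 list calls were lost in that fit, where no reported list had an adjusted p under 0.059, so it does not rank the lists by their stability. They include the glucocorticoid list beside GSK591 (median 0.80) and MS023 (median 1.03), both at an adjusted p of 0.059 in a range of 4.2e-05 to 0.059 and 3.7e-05 to 0.059 over their alternatives. A change of at least 1.5-fold left 726 and 966 genes for GSK591 and MS023 with Dex, 1274 and 951 at 3 h, 432 and 1122 for Dex beside GSK591 and MS023, and 645 and 1493 for 3 h against 15 min. With no count filter there were 126 and 101 genes for GSK591 and MS023 at 15 min and 47 between the inhibitors at 3 h. A mean count of at least 50 gave 44 genes for GSK591 at 15 min. Correlations then were 0.34 for the inhibitors at 15 min (0.335), 0.82 with Dex (0.817), 0.87 at 3 h (0.874) and 0.62 for 3 h against 15 min (0.617). The cause of these moves was not tested.

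The 5-prime GC correction left 130 genes for the difference of Dex effects and 156 for the inhibitors at 15 min, and shifted the balance at 3 h to 1339 higher and 1122 lower with GSK591 and 994 and 717 with MS023, and to 1099 and 873 for Dex beside MS023 and 1444 and 1285 for 3 h against 15 min of MS023. GC and length correction left 151 genes for the difference of Dex effects and called 8 between the inhibitors at 3 h, with correlations of 0.73 (0.726) at 3 h and 0.40 (0.398) for 3 h against 15 min. It gave 1450 higher and 1187 lower with GSK591 at 3 h, 1101 and 767 with MS023 at 3 h, and 314 and 307 for Dex beside GSK591. After this correction 1 list call was lost, that of the immediate early list in the difference of Dex effects. There the fry adjusted p went from 0.011 to 0.29 and the median from 0.014 to -0.006. At equal depth 153 genes differed between the inhibitors at 15 min, so depth limits that count, and 2 were called at 3 h, where the cause was not tested.

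Replicate numbers did not pair the libraries across all genes: over 21 pairs of groups, same-numbered libraries deviated together at r between -0.17 and 0.31, with 8 pairs above 0.1. The rDNA share was higher in replicate 1 than in replicate 2 in all 7 groups, so an effect common to libraries of the same number is not excluded. With the replicate block the counts stayed within 1.5 times, except that 5 genes were called between the inhibitors at 3 h, and no list call changed.

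With library size alone the immediate early list lost all 8 of its calls (fry adjusted p 0.59 to 0.93). The direction given by fry reversed in 4 contrasts, at medians of 0.12 with MS023 at 15 min (0.119), -0.01 with GSK591 and Dex (-0.0139), -0.003 with GSK591 at 3 h (-0.0029, still below 0) and -0.14 for Dex beside GSK591 (-0.139). The median alone also changed sign for Dex beside MS023 (-0.05) and the difference of Dex effects (-0.02). This scaling shifts all genes of a contrast alike. Camera no longer called 7 results, all of that list. Leaving out each library in turn moved the glucocorticoid list's median to 0.78 to 0.89 (0.776 to 0.887) beside GSK591 and 0.88 to 1.18 (0.884 to 1.18) beside MS023. The immediate early list's median with GSK591 and Dex against untreated cells moved from 0.136 to between 0.030 and 0.255. With GSK591 at 3 h that list's median moved from -0.137 to between -0.107 and -0.1745. Correlations ranged from 0.603 to 0.604 for the inhibitors at 15 min, from 0.691 to 0.711 with Dex, from 0.760 to 0.774 at 3 h and from 0.292 to 0.342 for 3 h against 15 min. A single untreated library raises the share of error that the first 3 have in common. No named gene reversed, but without 1 library some moved by over 1.5 times. These included MIR3648-1 with GSK591 at 15 min, at 1.19 without replicate 1 of that group. They also included MIR3687-2 with MS023 at 15 min, at 0.72 without replicate 2. REC114 with GSK591 and Dex against untreated cells went from -2.17 to -3.53 without replicate 1 of the Dex group. Among 246 other tests of named genes, 9 were weaker and 237 were unaltered.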

Other observations

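Every test in this part was chosen after the result it concerns was seen.

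The authors' deposited fold changes appear to have been taken against untreated replicate 2 alone. A DESeq2 fit of all 14 libraries in which untreated replicate 1 formed a group of its own gave log2 fold changes that differed from the authors' deposited tables by at most 1.1e-05 over 12604 genes with a mean of at least 50 counts, in all 6 comparisons, and the median ratio of standard errors was 1.00. A fit with both untreated libraries as the control differed by up to 0.60, with ratios of standard errors of 1.30 to 1.31, so another release of the same test does not explain the gap. Replicate 1 as the only control gave differences up to 1.13. DESeq2 with both untreated libraries as the control called 18 and 31 genes for GSK591 and MS023 at 15 min, 627 and 832 with Dex, and 1266 and 917 at 3 h. The authors' deposited tables call 0, 3, 154, 238, 535 and 359 in the same order. Whether this was intended is not stated.

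Both inhibitors gave alike changes at 3 h, with 1291 shared genes of equal direction. Shared untreated libraries do not explain this, since the 3 h minus 15 min changes, which share no library, correlated at 0.41 where simulations of unchanged groups gave 0.002. Nor do GC content and length (1406 shared genes after correction), unequal depth (1107 at equal depth) or mitochondrial counts (1277 without those genes). Time or handling stays open, as it was the same for both inhibitors and no untreated cells of 3 h are analysed here. With 0 genes called between the inhibitors and 1319 at an unadjusted p under 0.05, an effect of time and a common effect of arginine methyltransferase inhibition cannot be told apart. The p53 target list, higher with both, is under the same limit.

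Of the 67 genes changed by GSK591 at 15 min, 66 were also called at 3 h, all in the same direction. The 5 simulations with unrelated changes gave a mean of 10.2 shared genes (6 to 17), of which a mean of 7 agreed in direction. Shared untreated libraries are not the whole cause: the 1676 genes raised between 15 min and 3 h of MS023, libraries that the comparison of GSK591 at 15 min does not use, had a median log2 fold change of 0.17 in it, against 0.014 to 0.031 for random lists. After GC and length correction the median was 0.11. The 964 genes lowered between 15 min and 3 h of MS023 had a median of 0.04 (0.0448; random lists 0.014 to 0.036), where an early onset of the 3 h changes would predict a fall, so an early onset is not supported for those genes. Why the raised genes shifted stays open. With MS023, 7 of the 40 genes changed at 15 min were called at 3 h, 5 in the same direction and 2 in the opposite one. Independent calls would give 3.05, a value that leaves out the shared untreated libraries. No simulation was run for this pair, so an excess is not shown. The 799 genes raised between 15 min and 3 h of GSK591 had a median of -0.022 with MS023 at 15 min (random lists -0.007 to 0.023). The 606 lowered genes had a median of 0.057 (random lists -0.010 to 0.020). Without Dex, the early shift of raised genes was thus seen with GSK591 only. With MS023 and Dex against untreated cells, the 799 raised genes had a median of 0.12 (random lists -0.010 to 0.029). The 606 lowered genes had 0.08 there (random lists -0.017 to 0.027). The inhibitors were read on unlike lists, each taken from libraries of the other inhibitor. Random lists also do not measure the spread between libraries.

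The rise of microRNA genes in the rDNA repeats was large. GC content does not account for it, since 11 other genes of at least 75% GC had a median log2 fold change of 0.29 with GSK591 at 3 h, and MIR3687-1 kept 4.27 of 5.03 after GC and length correction. A rise of all rDNA reads does not account for it either, because the 5.8S rRNA genes of the same repeats rose by at most 0.71 in that comparison. Of the other genes of the repeats, FP236383.2, FP236383.3, FP671120.3 and FP671120.4 rose by 0.98 to 1.00. FP671120.1 and FP236383.1 changed by -0.53 and -0.55. With MS023 at 15 min the 5.8S genes rose by up to 1.165 and these other genes by 0.49 to 1.425. The MIR3648 copies rose by 1.24 and 1.44 and the MIR3687 copies by 1.64 and 1.69. A general rise and a rise of these microRNA genes cannot be told apart there, since the standard error of MIR3687-1 was 0.35 and the MIR6724 copies did not rise (-0.70 to -0.22). The copies MIR3687-1 and MIR3687-2 differed by at most 0.14 in log2 fold change in any treatment, and reads placed on several copies cannot be told apart from a rise of each copy, since the copies are near-identical. With GSK591 and Dex the replicates differed, at 5529 and 20077 counts for MIR3687-1. MIR3687 and MIR3648 lie upstream of the 5.8S genes within the repeat, so a change in early transcription or processing of the rRNA precursor may contribute, and no test of that was made beyond the 0.71 above.

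The glucocorticoid list rose beside both inhibitors, and GC content and length do not explain it: after that correction its medians were 0.89 beside GSK591 and 1.014 beside MS023. Cells with Dex and no inhibitor are not analysed here, so these values do not say whether an inhibitor altered the response.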
